A study of Homo sapiens with 6 samples. Its data were reported in "Networking of differentially expressed genes in human cancer cells resistant to methotrexate" (2009).

How the data were processed

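Expression was measured on 6 Affymetrix human arrays, 3 of parental K562 cells and 3 of K562 cells resistant to methotrexate (MTX). The deposited values were intensities, 1 signal per probe set on a linear scale, which the authors computed with MAS5 (version not stated). The methods of the study add a division by the 50th percentile of each array and by the parental median, and neither step was present in the deposited intensities, since the medians of the arrays differed. Group and replicate number were taken from the labels. All values of the table were used.

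Each intensity was divided by the median of its array, and levels are printed as multiples of that median. Values at or under 0.01 of the median were set to 0.01 before log2 was taken, and no pseudocount was added. Of the 54675 probe sets, 62 were controls of the manufacturer (AFFX) and were kept out of the test. The study's filter on control strength needs the error model of its software, so a level filter took its place: probe sets whose scaled signal averaged under 1 over the 6 arrays were left out, and 26692 remained. Of the probe sets in the table, 41097 named 1 gene, 1801 named several and 11777 named none, and 41043 of those with 1 gene were matched by gene ID to the annotation of assembly GRCh38.p14. No genome build is named for the values, so that annotation served only for names and for the order of genes along a chromosome, and no coordinates are given. Some genes that had been planned for are not reported here.

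Resistant and parental arrays were compared by limma (version 3.58.1 in R 4.3.3), with lmFit and eBayes, two-sided, and Benjamini-Hochberg adjustment over the tested probe sets. A probe set was called at an adjusted p under 0.05 and a fold of at least 2. Folds are differences of mean log2 values turned back to ratios, and errors of levels are standard deviations over 3 arrays. For gene groups and chromosome windows, each of 11810 genes was represented by its probe set with the highest mean log2 level among tested probe sets that name 1 gene. The 19 gene lists covered the genes of 5q14, folate and one-carbon enzymes, transport and polyglutamation of folates, purine and pyrimidine synthesis, erythroid, megakaryocyte, granulocyte and monocyte, lymphoid, epithelial, and fibroblast and bone matrix genes, cell cycle, DNA repair, translation elongation, ribosomal proteins, xenobiotic metabolism, interferon-stimulated genes, the amino acid response, cholesterol synthesis, and genes that the study chose as network nodes or listed as shared between resistant lines. They were tested with limma's camera, which asks whether the genes of a list rank apart from the other genes, with a preset correlation of 0.01 between genes and again with an estimated correlation. limma's fry was run beside it: its directional p asks whether the genes of a list move, on balance, to 1 side, its mixed p whether they change to either side, and neither compares the list with other genes. Windows of 5 Mb with at least 8 tested genes were tested in the same way. A value below the array median lies in the range of background, so a fold against it is less certain than its size implies.

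The lists, tests, thresholds and alternatives were fixed before the data were examined. The genes named in the text followed a rule: the 12 genes with the largest rise and the 12 with the largest fall among called genes whose arrays do not overlap between groups and whose higher group reaches 2 array medians; in each list up to 4 called members with the smallest adjusted p, or every called member for 5q14; the network and shared genes of the study, called or not; and up to 4 called genes in each of at most 5 windows past the test. Members that passed when adjusted over the list alone are also named. Genes outside the rule were chosen after their values were seen. Most are marked so where they are named. The others are RPS23, HBZ, AKR1C1, AKR1C2, CYP1B1, GSTP1, KRT8, KRT18, IFI16 and XRCC5.

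The fit was tested on simulated data made from the means and spreads of these arrays, with 27674 probe sets tested. Of 68 probe sets changed by 1 on the log2 scale 0% were called, of 66 changed by 2 3.03%, and of 66 changed by 3 59.1%, with 3 false calls. With no change simulated, 0 probe sets, 0 lists and 0 windows passed. In the real arrays, groupings other than the real one gave up to 10 lists and 36 windows. The simulated counts therefore do not show how often lists and windows pass without a group difference. When 1 list was shifted, 1 list passed, with a median log2 difference of 0.947. The number of arrays limits the precision.

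The alternatives were quantile normalization, values as deposited, scaling by the 75th percentile, no level filter and a filter at 2 array medians, pseudocounts of 0.25 and 1 array median, limma with an intensity trend and a robust prior, the test named in the study's methods, a block for replicate number, leaving out each array in turn, leaving out probe sets whose ID marks sequence shared with other transcripts, the mean over the probe sets of a gene, and windows of 10 Mb. The test named in the study's methods is a t-test. The methods give it under their general statistics and name no test for the arrays, whereas a figure legend names a t-test for the gene lists. An alternative without parental 1 and resistant 3 was added after seeing the data.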

Results

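Gene expression was profiled in K562 cells, an established human line from a chronic myeloid leukaemia in blast crisis that keeps features of erythroid and megakaryocytic cells. Parental cells, sensitive to the folate antagonist MTX, were compared with K562 cells made resistant to it. Each group had 3 arrays, and each array carried 54675 probe sets, sets of oligonucleotides that each read the transcripts of a gene. The median signal was 14.3, 13.1 and 12.7 in parental arrays 1 to 3, and 12.3, 12.5 and 10.2 in resistant arrays 1 to 3. Resistant cells were grown in a medium without glycine, hypoxanthine and thymidine and with dialysed serum, whereas parental cells were grown in Ham's F12, so resistance and medium cannot be told apart. The labels do not say that the replicates came from separate cultures, and the p-values therefore measure the spread between these samples.

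The comparison asks which transcripts set cells that grow in MTX apart from the cells they came from. Resistant cells had far higher levels of a run of neighbouring genes on 5q14, led by the mismatch repair gene MSH3, which was 36.0-fold higher. RUNX1T1, a transcriptional corepressor, and GLDC, the glycine decarboxylase of the mitochondrial glycine cleavage system, rose from background to levels of 12.96 ± 0.931 and 14.8 ± 1.35 array medians (SD, n = 3). In the other direction, HBE1, the embryonic epsilon globin, was 10.2-fold lower, and the long noncoding RNA CCDC26 fell from 18.2 ± 4.63 array medians to background. Of 26692 probe sets tested with limma, 319 were called higher and 303 lower in resistant cells, so that 51.3% of the calls were higher. By representative probe set, 153 genes were called higher and 174 lower. The arrays of the groups did not overlap for 622 of the 622 calls, and for 27.2% of all tested probe sets, where chance gives 10%.

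These counts depended on single arrays. Without parental 1 there were 633 higher and 447 lower, without parental 2 162 and 79, without parental 3 177 and 119, without resistant 1 108 and 162, without resistant 2 103 and 101, and without resistant 3 151 and 171. Parental 1 stood apart: across probe sets, which are not independent replicates, its Spearman correlation was 0.899 and 0.889 with parental 2 and 3, which correlated at 0.969 with each other and at 0.882 to 0.90 with the resistant arrays. With the values as deposited, the median log2 difference of all tested probe sets was -0.18, against 0.03 after scaling, and there were 204 higher and 321 lower, 38.9% higher.

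On chromosome 5, a run of adjacent genes was higher in all 3 resistant arrays. MSH3 rose from 12.2 ± 1.33 array medians in parental cells to 437.5 ± 30.4 in resistant cells (SD, n = 3; log2 difference 5.17, SE 0.204; limma adjusted p = 0.000541). SERINC5, a transmembrane protein that restricts retroviral infectivity, rose 29.98-fold to 258.8 ± 41.0 (adjusted p = 0.000751), and JMY, a cofactor of p53 and nucleator of actin, rose 25.5-fold (adjusted p = 0.00475). XRCC4, which joins DNA ends together with ligase IV, rose 9.70-fold, and HOMER1, a synaptic scaffold protein, 10.5-fold. Among the 21 tested genes of the 5q14 list, 15 rose and 0 fell over all genes. The others called were ATP6AP1L, ZFYVE16, VCAN, CMYA5, BHMT, ZCCHC9, ATG10, TENT2, SSBP2 and TMEM167A, with folds from 4.47 to 25.9. Adjusted over the list alone, 17 rose, with THBS4 and RASGRF2 added, and 1 fell, MTX3, whose log2 difference was -1.04 (adjusted p = 0.0758 over all genes). The list as a whole lay higher than other genes, with a median log2 difference of 2.99 (camera adjusted p = 1.45e-19, and adjusted p = 0.0447 with an estimated correlation). SSBP2 and ATG10 are listed by the study for this line, so their direction is not independent evidence.

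In gene order, 16 of the 20 tested genes from BHMT to VCAN, the outermost called genes of the list, were called higher, a share of 80%, and the median log2 difference was 3.04. CKMT2-AS1, a noncoding gene inside the run and outside the list, was among them, with a log2 difference of 2.77. Inside the run, the ribosomal protein gene RPS23 had a log2 difference of 0.32 and was not called. None of the 15 tested genes before the run (ENC1 to ARSB) or of the 15 after it (COX7C to SLF1) was called higher, with median log2 differences of 0.08 and 0.50, and ARRDC3, 1 of those after it, fell by 2.70 on the log2 scale. Genes of this paragraph outside the list were chosen after their values were seen. BHMT lost its call without parental 2, parental 3 or resistant 2 (adjusted p up to 0.0559), and CMYA5 without resistant 1, 2 or 3 (up to 0.0826). Of the probe sets tested per gene, 2 of 3 were called for MSH3 and for TENT2, 2 of 4 for ZFYVE16 and 5 of 6 for SSBP2.

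**Figure D1:**
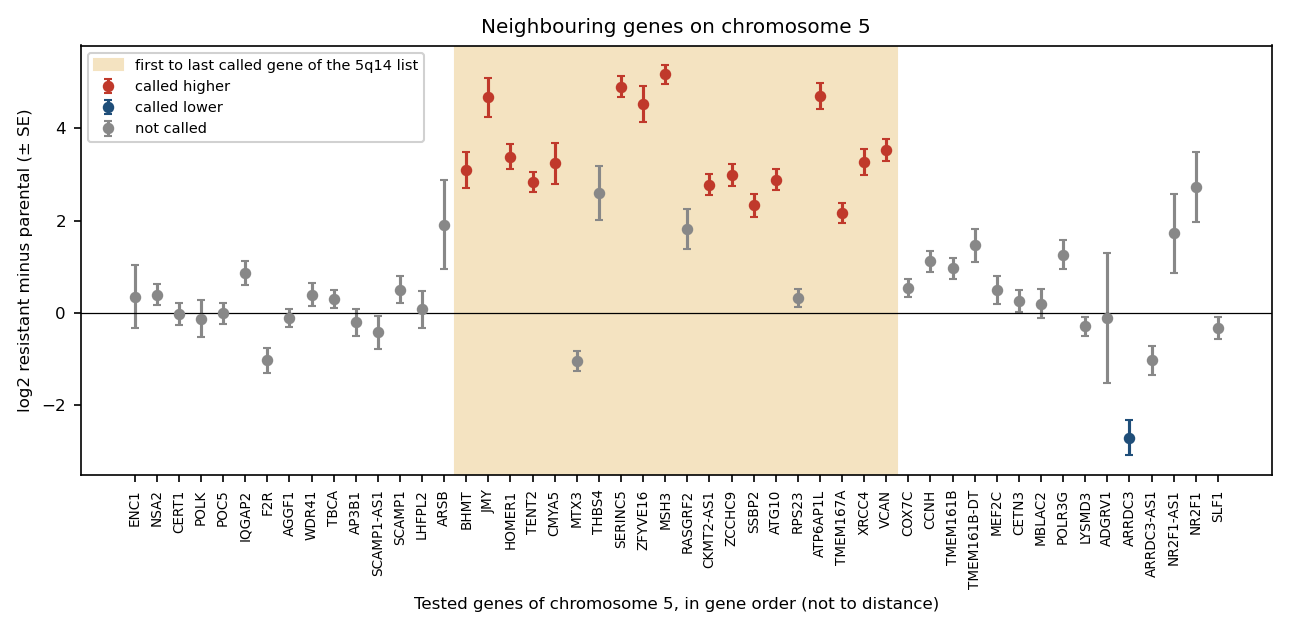
The log2 difference of resistant minus parental cells (points, ± SE, 3 arrays per group) for tested genes of chromosome 5 in gene order, 15 on each side of the run from BHMT to VCAN (shaded). Called genes fill 16 of the 20 places inside the run, and 1 gene outside it, ARRDC3, was called lower.

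Outside the run on 5q14, most of the largest rises were of transcripts that the parental cells held below the array median. RUNX1T1 rose 61.0-fold (adjusted p = 0.000541), and each of its 4 tested probe sets was called. GLDC rose 34.4-fold (adjusted p = 0.0031), WNT5B, a secreted Wnt ligand, 31.4-fold by 1 of its 2 probe sets, and GOLM1, a membrane protein of the Golgi, 35.4-fold to 2.71 ± 0.382 array medians. RPPH1, the RNA subunit of ribonuclease P, and the small nuclear body and nucleolar RNAs SCARNA2 and SNORA71A rose too, with RPPH1 at 29.8, 36.3 and 5.69 array medians in the resistant arrays. WDR72, at 2.33 ± 2.21 array medians in parental cells, and the metalloprotease gene ADAMTS19, elsewhere on chromosome 5, rose 28.6-fold and 26.4-fold. The largest falls were those of CCDC26, the trypsinogen gene PRSS2, CTCFL (a germline paralogue of CTCF), FHL2, CALD1 (caldesmon), MUC15, MYO3B, TRBV27 (a variable segment of the T cell receptor beta locus), RAB13, ZNF667-AS1, LYVE1 (a hyaluronan receptor) and ELOVL7, a fatty acid elongase. Their folds ran from 59.4 to 200.2, and most of their resistant levels lay below the array median, where background sets the fold. CTCFL, at 31.1 ± 0.537 array medians in parental cells, had 0.363 ± 0.324 in resistant cells (adjusted p = 0.0167). PRSS2 stood at 403 array medians in parental 1 and at 112.1 and 87.4 in parental 2 and 3. The 2 tested probe sets of PRSS2 belong to a class that can match other transcripts, so its fold is less certain.

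Leaving out an array ended the calls of 9 of these genes. RPPH1 lost it without parental 1, parental 2, resistant 1 or resistant 2 (adjusted p up to 0.136), WDR72 without parental 2 or any resistant array (0.149), SCARNA2 without resistant 2 (0.057), and ADAMTS19 without any array but parental 1 (0.137). CTCFL and MUC15 lost it without parental 2, parental 3 or resistant 3 (0.0643 and 0.0736), FHL2 and RAB13 without parental 2, parental 3 or resistant 2 (0.0721 and 0.0837), and ELOVL7 without parental 2, parental 3, resistant 2 or resistant 3 (0.134).

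**Figure D2:**
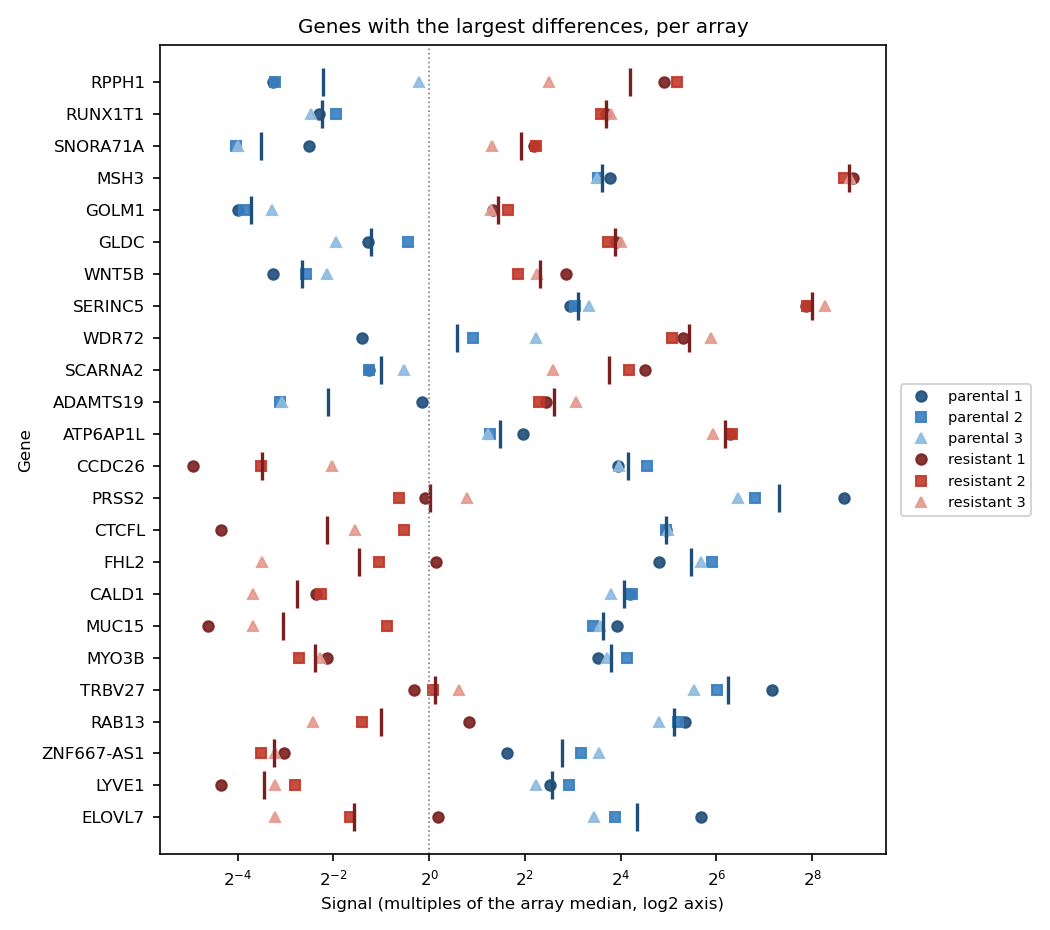
Signal per array, in multiples of the array median on a log2 axis, for the 12 largest rises (upper) and the 12 largest falls (lower), with vertical marks at the mean log2 level of each group. The 3 arrays of 1 group lie beyond the 3 of the other for each gene, and many of the lower values sit under the array median (dotted line).

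Among the pathways that MTX acts on, folate and one-carbon enzymes lay higher in resistant cells. Of 25 tested members, 2 rose over all genes, GLDC and DHFR2, and 0 fell. The sole tested probe set of DHFR2 belongs to a class that can match other transcripts, so its 17.6-fold difference is uncertain. Adjusted over the list alone, 5 rose: the other members were PHGDH, the entry enzyme of serine synthesis (39.8 to 94.7 array medians), the mitochondrial folate carrier SLC25A32 (21.02 to 42.2) and ALDH1L2 (4.83 to 9.98). The median log2 difference was 0.53 (camera adjusted p = 0.00422, and adjusted p = 0.583 with an estimated correlation), and without parental 1 it was 0.38 and no longer passed (adjusted p = 0.0558). It was 0.33 without parental 3, 0.23 with shared-sequence probe sets left out (adjusted p = 0.044), and 0.16 without parental 1 and resistant 3, where the list did not pass (adjusted p = 0.101). For purine and pyrimidine synthesis and salvage 0 of 29 genes were called (median 0.29, adjusted p = 0.0885), although the list passed without parental 3 (adjusted p = 0.0496). No member of the 10 genes for transport and polyglutamation was called either. Their median was 0.09, their mean -0.23 and the test pointed up (adjusted p = 0.971), so these differed in sign. Adjusted over the list alone, 0 genes of both lists were called.

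Enzymes of xenobiotic metabolism and the oxidant response lay higher as well. AKR1C3, an aldo-keto reductase of steroid and carbonyl metabolism, rose 12.4-fold to 11.4 ± 2.11 array medians (SD, n = 3; adjusted p = 0.00332), the 1 gene of 24 called over all genes. Adjusted over the list alone 2 rose, the other being the glutathione transferase GSTA4 (2.59 to 7.24). The median was 0.40 (adjusted p = 0.0109, and adjusted p = 0.589 with an estimated correlation), and the list did not pass without parental 2 (adjusted p = 0.0655) or without resistant 1 (median 0.26, adjusted p = 0.0522). Parental 1 lay above the mean of parental 2 and 3 for 20 of the 24 genes. Without it AKR1C1, AKR1C2, CYP1B1, GSTA4 and GSTP1 were called higher too, GSTP1 having 80.0 array medians in parental 1, 1.80 and 2.02 in parental 2 and 3, and 64.8, 48.1 and 27.1 in the resistant arrays.

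Cholesterol synthesis genes lay lower, with a median log2 difference of -0.29 over 19 genes (adjusted p = 0.00422, and adjusted p = 0.589 with an estimated correlation). STARD4, a sterol carrier, fell from 28.0 ± 5.46 to 8.25 ± 1.31 array medians (SD, n = 3; adjusted p = 0.0218), and lost its call without any array but parental 1 (adjusted p up to 0.0949). Adjusted over the list alone 2 fell, the other being LSS, lanosterol synthase (25.1 to 11.6). Parental 1 was above the mean of parental 2 and 3 for 15 of the 19 genes. In the amino acid response list 0 of 27 genes were called over all genes, and adjusted over the list alone 1 rose, PHGDH, and 1 fell, DDIT3 (32.5 to 15.7). That list (median 0.20, adjusted p = 0.0621) passed without parental 2, parental 3, resistant 2 or resistant 3, at adjusted p = 0.0119, 0.0496, 0.043 and 0.0384.

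Of the erythroid genes, HBE1 and BCL11A were called. HBE1 fell from 600.5 ± 60.6 to 61.6 ± 20.8 array medians (SD, n = 3; adjusted p = 0.00562), while BCL11A, a repressor of embryonic and fetal globin genes, rose 6.43-fold from 0.901 ± 0.364 (adjusted p = 0.0254). The zeta globin HBZ stood at 551.3, 652.7 and 617.2 in parental and 713.8, 620.3 and 662.4 in resistant arrays and was not called. BCL11A was called by 2 of its 4 probe sets and lost its call without parental 3 or any resistant array (adjusted p up to 0.0934). Of 31 erythroid genes, 1 rose and 1 fell over all genes. Adjusted over the list alone 3 rose, with HBD and ANK1, and 4 fell, with AHSP, BLVRB and KEL. The list did not pass (adjusted p = 0.373), although fry passed it for changes to either side (adjusted p = 0.000434), and its median of 0.01 differed in sign from its mean of -0.25 and from its test, which pointed down. Without parental 1, parental 3 or resistant 1 the median was negative too, at -0.12, -0.05 and -0.10.

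Among markers of other blood lineages, those of megakaryocytes lay lower, and no gene of the 3 lists was called over all genes. The megakaryocyte list passed (9 genes, median -0.82, adjusted p = 0.00594, and adjusted p = 0.538 with an estimated correlation), and adjusted over the list alone ITGA2B, the integrin of platelets, TUBB1 and F2R, 3 genes, fell and 0 rose. ITGA2B went from 12.5 to 0.972 array medians. The median of this list was -0.32 without parental 1 and -0.37 without resistant 3. Without parental 1 and resistant 3 this list no longer passed (adjusted p = 0.181), nor did it with no level filter (adjusted p = 0.0802). Among 5 granulocyte and monocyte genes (median -0.67, adjusted p = 0.177) 1 fell when adjusted over the list alone, lysozyme LYZ (54.5 to 16.97), and among 3 lymphoid genes (median -0.41, adjusted p = 0.103) 1 fell, the T cell receptor subunit CD3D (39.1 to 1.05). The lymphoid median was -0.82 without parental 1, -0.19 without parental 3 and -0.80 without resistant 1. That list passed without resistant 3 (2 genes, median -2.60, adjusted p = 0.0266) and without parental 1 and resistant 3 (4 genes, median -1.42, adjusted p = 0.0295).

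Epithelial genes lay lower in resistant cells (13 genes, median -0.88, adjusted p = 0.00431, and adjusted p = 0.556 with an estimated correlation), and 0 were called over all genes or adjusted over the list alone. This difference went with parental 1, in which 12 of the 13 genes exceeded the mean of parental 2 and 3, by a median of 1.27. Keratin 8 (KRT8) stood at 166.4 array medians in parental 1, 79.2 and 64.0 in parental 2 and 3, and 71.1, 54.5 and 34.9 in the resistant arrays. Without parental 1, 7 epithelial genes were tested and the list did not pass (median -0.47, adjusted p = 0.113). In the list of fibroblast and bone matrix genes (8 genes, median -0.08, adjusted p = 0.322), adjusted over the list alone 2 fell, COL6A3 and SPARC, and 0 were called over all genes.

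**Figure D3:**
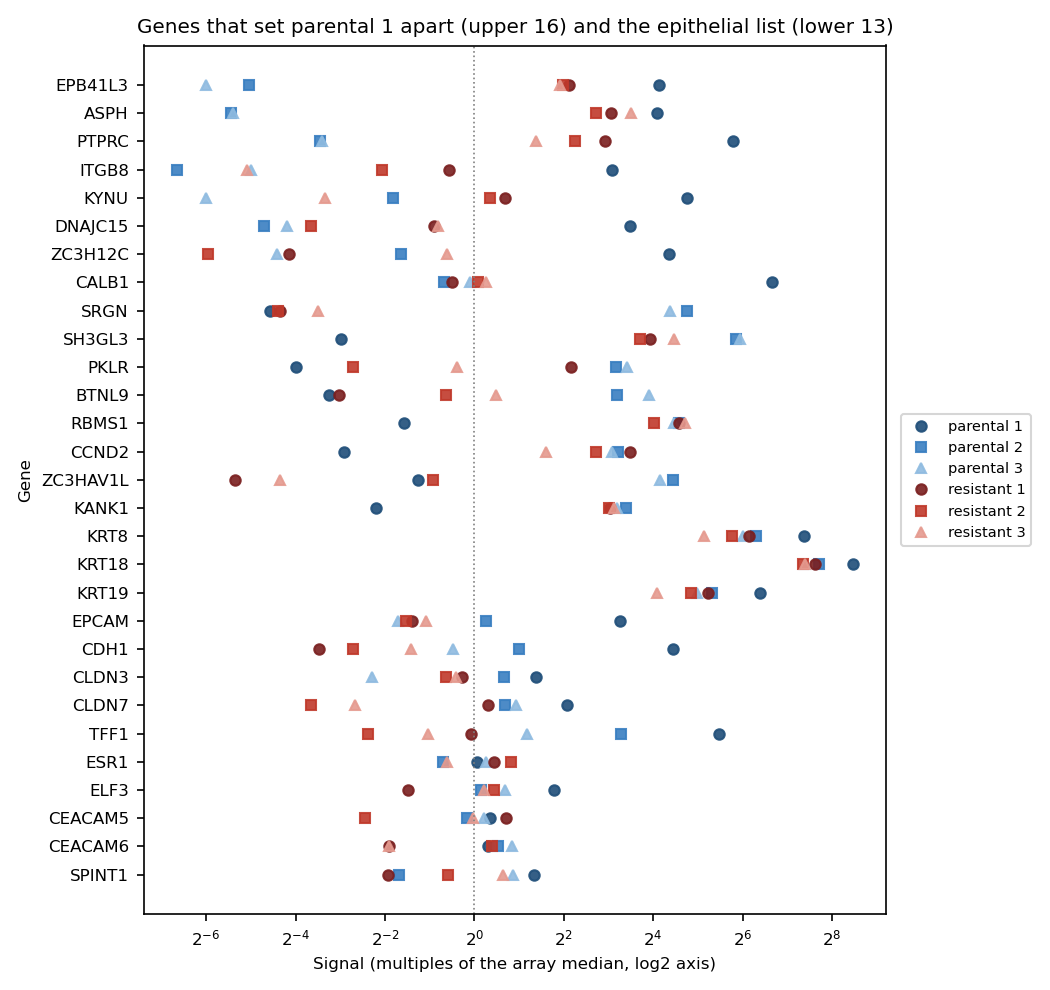
Signal per array, in multiples of the array median on a log2 axis, for 16 genes that differed most between parental 1 and the other parental arrays (upper, chosen after their values were seen) and for the 13 tested epithelial genes (lower). Parental 1 lies away from parental 2 and 3 in the upper genes, and 12 of the 13 epithelial genes are above the mean of those arrays in it.

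Lists of growth and translation held no called gene, which does not show that their genes stayed level, since the smallest change called in any probe set was 1.04 on the log2 scale. In simulated data 3.03% of probe sets changed by 2 were called, but that rate was not measured for these lists. None of 32 cell cycle genes was called over all genes or adjusted over the list alone (median 0.23, adjusted p = 0.0581), though the list passed without parental 2, parental 3 or resistant 2 (adjusted p = 0.0254, 0.0376 and 0.0294) and with the intensity trend (adjusted p = 0.0332). Ribosomal protein genes lay slightly higher (49 genes, 0 called either way, median 0.22, adjusted p = 0.0012, and adjusted p = 0.589 with an estimated correlation), and under quantile normalization their median was -0.03 and the list did not pass. In resistant 2 and 3 the control probe set for the 5' part of 18S ribosomal RNA read 30.8 and 214 array medians, against at most 5.18 in the parental arrays. Translation elongation factors (10 genes, median 0.20, adjusted p = 0.322) held no called member, over all genes or adjusted over the list alone. Interferon-stimulated genes did not pass (20 genes, median 0.11, adjusted p = 0.694), with 0 called over all genes and, adjusted over the list alone, HERC5 higher and IFITM1 lower. Their median was -0.35, -0.10 and -0.07 without parental 3, resistant 1 and resistant 2, 0.38 without parental 1, and 0.23 without resistant 3. HERC5 and IFI16 were called higher without parental 1 (log2 difference 2.38 and 2.14, limma adjusted p = 0.041 and 0.0194). Of 15 genes of mismatch and double-strand break repair, 2 rose over all genes and adjusted over the list alone, MSH3 and XRCC4, both of the 5q14 list (median 0.24, adjusted p = 0.00596, and adjusted p = 0.509 with an estimated correlation). The median of that list was 0.47 without parental 1, 0.37 without parental 2 and 0.36 without resistant 2. XRCC5, 1 of its members, was called lower without parental 1 (log2 difference -1.18, limma adjusted p = 0.0444).

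Another list held genes that the study chose as network nodes (EEF1A1 and DKK1 among those tested) or listed as shared between resistant lines (SSBP2, ATG10 and PIK3R3), which are not independent evidence. Of the shared genes, SSBP2 rose 5.04-fold (adjusted p = 0.00836) and ATG10, an enzyme of autophagosome formation, 7.39-fold (adjusted p = 0.00322). PIK3R3, a regulatory subunit of phosphoinositide 3-kinase, was 2.09-fold higher without passing (adjusted p = 0.097), and passed without parental 1 (adjusted p = 0.0475). Neither tested node gene was called. The study chose DKK1 from genes shared by its colon cancer lines, so the value of DKK1 here does not bear on that choice. EEF1A1, an elongation factor of translation, had 655.2 ± 20.3 array medians in parental and 787.2 ± 39.5 in resistant cells by its probe set of highest level (SD, n = 3; adjusted p = 0.5), and by another probe set 19.5 ± 9.08 and 50.6 ± 6.61 (2.75-fold, adjusted p = 0.0955). The probe set of highest level belongs to a class that can match other transcripts, so its difference is less certain, and the other does not. The Wnt inhibitor DKK1 had 2.18 ± 1.499 and 1.12 ± 0.611 (adjusted p = 0.695). Of the 5 tested genes of this list, the shared genes SSBP2 and ATG10, 2 in number, rose over all genes, and 3, with PIK3R3, adjusted over the list alone (median 1.06, adjusted p = 0.00422, and adjusted p = 0.509 with an estimated correlation). Over the 19 lists, 9 passed with the preset correlation and 1 with an estimated correlation, and fry gave 4 with a net direction and 16 with changes to either side.

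Differences also followed position along chromosomes, by the preset correlation. The window from THBS4 to VCAN on chromosome 5 passed (14 genes, median log2 difference 2.94, camera adjusted p = 3.57e-18, and adjusted p = 0.547 with an estimated correlation). Other windows passed too, most of them on chromosomes 7, 19, 17, 1, 5 and 21. With an estimated correlation 0 windows of any chromosome passed. On chromosome 21 all 5 windows tested were lower, with medians from -0.70 to -0.56, and 3 passed with shared-sequence probe sets left out. On chromosome 19, 3 windows between PLPP2 and ZNF93 were higher (medians 0.30 to 0.38) and 5 from GRAMD1A to CENPBD2P lower (-0.51 to -0.34). On chromosome 17, 7 windows were higher, with medians from 0.48 to 0.85. On chromosome 7, 8 windows were lower, with medians from -0.58 to -0.27, a count that was 2 with no level filter, 4 without parental 3 and 12 without parental 1. As whole chromosomes, a comparison chosen after the values were seen, 21 (adjusted p = 2.74e-15) and 7 (adjusted p = 0.000403) were lower and 8 (adjusted p = 0.00133) and 5 (adjusted p = 0.0169) higher, with adjusted p = 0.344 for 21 and 0.98 for the others with an estimated correlation, whereas 17 (adjusted p = 0.39) and 19 (adjusted p = 0.266) did not. Within the leading windows, DSCR4 (17.2-fold), DSCR8, the kinase gene DYRK1A and BRWD1 fell on chromosome 21. The sole tested probe set of DSCR8 belongs to a class that can match other transcripts, so its fall is less certain. INAFM1, BCL2L12, SELENOW and EXOC3L2 fell between CLASRP and ATF5 on chromosome 19, and ZNF544 (18.4-fold), ZNF667-AS1 and ZNF667 fell while ZNF865 rose between GP6 and CENPBD2P. NT5M, a mitochondrial nucleotidase, and GID4 rose between TVP23C and AKAP10 on chromosome 17.

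Of 462 windows tested, 54 passed with the preset correlation, 29 higher and 25 lower. Besides those of chromosomes 7, 17, 19 and 21, they were 6 each on chromosomes 1 and 5, 3 each on 2 and 9, 2 on 18, and 1 each on 4, 8, 10, 11, 13 and X. With an estimated correlation camera passed 0, with 15 at an unadjusted p under 0.05, and fry passed 13. The 4 leading windows besides that of chromosome 5 had adjusted p = 0.999 with an estimated correlation. Calls of single genes in these windows were less firm: SELENOW, EXOC3L2, NT5M and GID4 lost theirs without any 1 of the 6 arrays (adjusted p up to 0.164), BCL2L12, DSCR8, DYRK1A and BRWD1 without any array but parental 1 (up to 0.151), INAFM1 without parental 2, parental 3 or resistant 2 (up to 0.0718), ZNF667 without parental 2, parental 3 or resistant 3 (up to 0.0809), and ZNF865 without parental 2, resistant 1 or resistant 2 (up to 0.0854). BRWD1 was called by 2 of its 8 probe sets and DYRK1A by 1 of 4. Without parental 1, 1 window of chromosome 19 was higher in place of 3, whereas without parental 1 and resistant 3 there were 3.

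**Figure D4:**
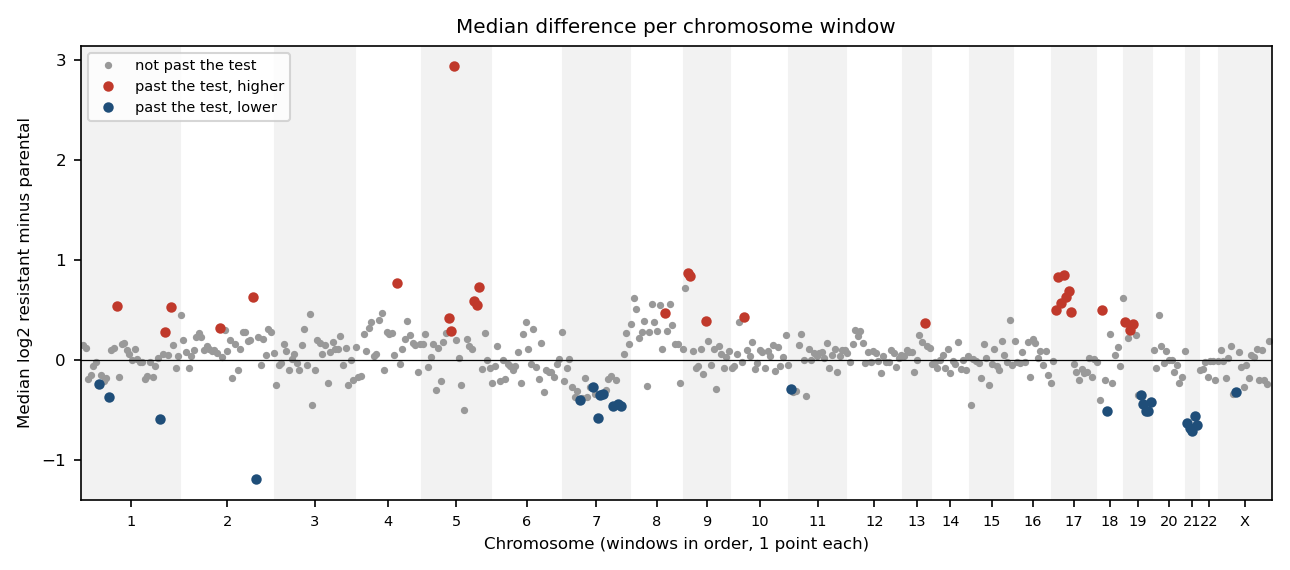
Median log2 difference of resistant minus parental cells per chromosome window (1 point per window, in order along each chromosome), coloured where the window passed with the preset correlation. The window of chromosome 5 lies at 2.94, and the 5 windows of chromosome 21 lie between -0.70 and -0.56.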

Values the study reported

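For MTX-resistant K562 cells, the study listed fold changes relative to sensitive cells of 2.75 for EEF1A1, 5.04 for SSBP2, 7.39 for ATG10 (named APG10L there) and 2.09 for PIK3R3.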

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

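The control probe sets of this part were compared without a test, a comparison chosen after the result was seen. The probe set for the 5' part of 18S ribosomal RNA read 30.8 array medians in resistant 2 and 214 in resistant 3, above the highest parental array at 5.18, a signal outside the main measurement. The ratio of the 3' to the 5' probe set of actin, a sign of RNA length, was 2.01 in resistant 3, against at most 1.5 in the parental arrays.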

How the results depend on the processing

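The alternative without parental 1 and resistant 3 was chosen after seeing the data. The 54 called genes that the naming rule gave kept their direction in each alternative that tested them. Of these, 14 passed both thresholds in each such alternative, 24 lost the call without 1 array at least once, and 28 were tested in all alternatives, 6 of them past both thresholds throughout. The median log2 difference of the 5q14 genes ran from 2.79 to 3.16 with 1 array left out and from 2.47 to 3.12 under the others, with 13 to 15 and 10 to 16 members higher, and from 7 to 12 gene lists passed. Probe sets called varied most. With 1 array left out, 103 to 633 were higher and 79 to 447 lower, in fits with fewer arrays. No level filter gave 97 higher and 77 lower, with 54613 probe sets tested; a pseudocount of 0.25 gave 455 lower and of 1 599 and 592; the intensity trend with a robust prior 563 and 570; the test of the study's methods 82 and 44; the replicate block 133 and 136; shared-sequence probe sets left out 198 and 187, with 15650 tested; values as deposited 204 higher; and without parental 1 and resistant 3 526 and 488. The cause was not tested except where fewer arrays or another number of probe sets is part of the alternative. Of the 622 calls, 237 were also called with the replicate block, which is an alternative only, since deviations of arrays with the same number correlated at -0.0067, -0.025 and -0.0064 and so gave no pairing. Windows past the test were 28 without the level filter, 42 to 56 with 1 array left out and at most 59 otherwise. Among lists that did not pass in the report, those that passed with all arrays under an alternative were purine and pyrimidine synthesis, cell cycle and the amino acid response with the intensity trend (adjusted p = 0.0471, 0.0332 and 0.0332), granulocyte and monocyte genes with a filter at 2 array medians (0.0194, 2 genes) and fibroblast and bone matrix genes with shared-sequence probe sets left out (0.044, 4 genes). Medians of lists that passed moved by over 1.5 times with values as deposited for folate (0.33), repair (0.04), ribosomal (0.02), xenobiotic (0.20) and cholesterol genes (-0.50), for epithelial genes (-1.41) and the network and shared genes (1.70) with a filter at 2 array medians, for the latter with no level filter (0.66), for megakaryocyte genes with the mean over probe sets (-0.52) and no level filter (-0.45), and without parental 1 and resistant 3 for megakaryocyte (-0.22), epithelial (-0.57), repair (0.39), xenobiotic (0.64) and cholesterol genes (-0.19). For lists that did not pass, medians with 1 array left out ran from -0.03 to 0.17 for transport, 0.18 to 0.32 for purine and pyrimidine synthesis, -0.12 to 0.07 for erythroid, -0.84 to -0.44 for granulocyte and monocyte, -2.60 to -0.19 for lymphoid, -0.35 to 0.01 for fibroblast and bone matrix, 0.125 to 0.31 for cell cycle, 0.14 to 0.30 for elongation, -0.35 to 0.38 for interferon-stimulated and 0.17 to 0.34 for amino acid response genes. Lists and windows were not run with the test of the study's methods, and an alternative that takes 1 gene out of the 5q14 list was not run, since that gene was not analysed here. Signals near background limit the folds of genes below the array median.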

Other observations

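The tests of 5q14, of gene density, of regional ratios and shifts of windows and of parental 1 below were chosen after the result was seen, as were the genes named in the next paragraph.

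Other called genes lay in windows past the test, some as the sole called gene of their window. The probe sets read below for PRSS2 and TRBC1 belong to a class that can match other transcripts, so their falls are less certain. On chromosome 7, between PARP12 and TCAF1, TRBV27 and PRSS2 fell together with TRBC1, a constant segment of the T cell receptor beta chain, which went from 40.7 ± 33.1 to 1.45 ± 0.654 array medians (SD, n = 3; limma adjusted p = 0.021), a call lost without parental 2 or any resistant array (adjusted p up to 0.0854). On chromosome 9, GLDC lay in the window from JAK2 to DMAC1 (11 genes, median log2 difference 0.88, camera adjusted p = 3.09e-05; adjusted p = 0.999 with an estimated correlation). On chromosome 19, the potassium channel gene KCNN4 fell from 9.31 ± 1.82 to 1.10 ± 0.157 array medians (adjusted p = 0.00322), and GMFG from 15.5 ± 6.96 to 0.353 ± 0.184 (adjusted p = 0.00499). The prostaglandin receptor gene PTGER3 rose from 1.00 ± 0.275 to 16.2 ± 4.70 (adjusted p = 0.00323), and the ankyrin gene ANK2 from 0.879 ± 0.269 to 11.3 ± 1.41 (adjusted p = 0.00322).

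The fold of EEF1A1 was 1.201 by its probe set of highest level and 2.75 by the probe set that carries the sequence record listed in the study. The former is lower than the value quoted from the study above, and the latter equals it. The former probe set belongs to a class that can match other transcripts, so its fold is less certain. The study also reports EEF1A1 as higher in resistant K562 cells by RT-PCR, a measurement that was not analysed here.

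The 5q14 genes were higher in resistant cells as a run. Sequence shared with other transcripts is argued against, since without such probe sets 12 of 18 tested genes were called and the median log2 difference was 2.93. Whether resistant cells hold more copies of the region stays open: 80% of the tested genes from BHMT to VCAN were called higher and 0 of 30 flanking genes, but the ends of that run were set by the called genes themselves, so the contrast decides nothing. The arrays measure RNA, and DNA copy numbers determined in the study are not used here. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05; 1 split, the real one, called as many members (15), and the highest other called 0.

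On chromosomes 21, 19 and 17, 20 windows passed with the preset correlation, and 0 windows of any chromosome with an estimated one. Gene density would move windows with like numbers of genes to the same side. It stays open for windows whose shifts between groups overlapped those within, and is argued against for those whose shifts all lay beyond. Of the latter, a window of 70 genes was higher and 1 of 67 genes lower. On chromosome 17 such windows of 70, 43, 14 and 8 genes were higher, the first with a median of 0.502. On chromosome 19 such windows of 67 to 105 genes were lower, that of 67 genes with a median of -0.511. On chromosome 21 such windows of 26, 23 and 16 genes were lower. On chromosome 19, 3 windows of 92 to 120 genes were higher and 5 windows of 67 to 105 genes lower. Shifts between groups in the 3 higher windows of chromosome 19 overlapped those within groups, so the contrast within that chromosome decides nothing. Their smallest shifts between groups were 0.00132, 0.0293 and 0.222, against up to 0.348, 0.311 and 0.273 within groups. In 4 windows of that chromosome, all lower, the shifts did not overlap. Without parental 1 the higher windows of that chromosome numbered 1, and without parental 1 and resistant 3 they numbered 3. Regional variation between single arrays stays open where parental 1 is counted. Over all windows the lowest ratio between groups was 1.52, under the 1.54 of parental 1 against parental 3. Among the other arrays the ratios were 1.69 to 1.84 between groups and 1.02 to 1.17 within, which argues against such variation for them. Of the 20 windows, 11 had every shift between groups beyond those within. Chromosome 21 was lower in 9 of 9 pairs between groups, by 0.544 to 0.735 on the log2 scale against at most 0.166 within groups. Chromosome 21 was picked for its lower windows, so these shifts do not decide whether such variation plays a part there. Whether the groups differ in copy number stays open, since DNA was not analysed here. On chromosome 21, picked for its lower windows, 88.8% of 125 genes were lower in resistant cells, against 48.6% of all genes. Of the 10 splits, too few for a share under 0.05, 1 gave as many as the real 54 windows and the highest other gave 36, and the splits that put parental 1 with 2 resistant arrays gave 30 to 36, which points to a structure among the samples.

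Parental 1 differed from parental 2 and 3. In it 183 probe sets at 8 array medians or more were at least 4-fold higher than in both. Another 131, at 8 or more in both, were at least 4-fold lower in it. By the same rule parental 2 and 3 had 0 or 1. Within the resistant group, resistant 1 and 2 also had 0 or 1, and resistant 3 had 0 higher and 23 lower. A resistant sample under a wrong label is argued against, since over the 5q14 genes parental 1 lay -2.99 from the resistant arrays and 0.183 from parental 2 and 3, and RNA of another cell type mixed in is argued against for the 131 lower probe sets, which added RNA would not bring down 4-fold with erythroid genes at a median of -0.03. RNA quality is argued against as the only cause, as the differences of parental 1 clustered by region at ratios of 1.53 and 1.54, against 1.12 between parental 2 and 3 and 1.52 to 1.84 between groups. A part played by RNA quality stays open. The 3' to 5' ratio of actin was 1.5 in parental 1, against 1.25 and 1.32 in parental 2 and 3. That of GAPDH was 1.03, against 1.08 and 1.02. A trace of epithelial cells cannot be told apart from a difference of the K562 cells themselves, since 12 of 13 epithelial genes were higher in parental 1, but the most abundant, KRT18, stood at 352.1 array medians there and at 209.8 and 169 in parental 2 and 3, so that K562 cells express it too. No biological explanation was tested; a separate stock or passage of K562 may be one, and the labels give no passage.

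Of the 10 splits of the arrays, too few for a share under 0.05, 1 called as many probe sets as the real 622, with 0 for the highest other, and 2 gave as many gene lists as the real 9, with 10 for the highest other.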
